A study of Homo sapiens with 6 samples. Its data were reported in "miR-638 promotes melanoma metastasis and protects melanoma cells from apoptosis and autophagy" (2014).

How the data were processed

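RNA from SK-Mel-147 melanoma cells was measured on 6 Illumina HumanHT-12 v4 arrays, 2 for each of 3 groups: mock, miR-638 and antagomiR-638, all 48 h after transfection. Per the labels, the authors normalized the data with the R package lumi, for which no version is given. The deposited intensity values are on the linear scale and background-subtracted, since 26.2% of them lie below 0. They are also already quantile-normalized, although the first of the deposited tables is named non-normalized: its sorted columns differ by at most 0.349 intensity units. A second deposited table of processed intensity values has sorted columns that differ by 0. Differences in overall brightness between arrays are therefore no longer visible, and a change of all transcripts in 1 direction could not be seen. The deposited detection p-value of each probe and array, exported by the authors from the scanner software, moves in steps of 1 in 770, which fits its being the share of negative control probes with at least that signal.

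Gene symbols came from the probe table of the platform, which gave 1 symbol for 30112 of 47319 probes, several for 8 and none for 17199. Of these probes, 30073 were matched to a RefSeq gene through their Entrez identifier. Genes that the study followed up but that had no named probe were not analysed here.

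Starting from the deposited intensities, the normexp background model of limma 3.58.1, run in R 4.3.3, was fitted with the detection p-values and an offset of 16. The values were then quantile-normalized and taken to log2. This step was planned for signals without background subtraction. On these values it acts on the noise left about 0, so fold changes of dim probes are drawn toward 0 and depend on the offset. Probes were kept if their detection p-value was under 0.05 on both arrays of at least 1 group. The filter kept 20145 probes, of which 15316 carried 1 symbol, for 11501 genes. The kept probe of highest mean log2 intensity stood for its gene, and 3068 genes had 2 or more kept probes.

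A limma model of the group means was fitted to all 6 arrays, with 3 residual and 6.31 prior degrees of freedom, and 3 differences were tested: miR-638 versus mock, antagomiR-638 versus mock, and miR-638 versus antagomiR-638. All p-values are two-sided and were adjusted over the 20145 kept probes by the Benjamini-Hochberg method. A gene was called at an adjusted p of 0.01 or less. Where a probe was not detected on both arrays of 1 group, its fold is given as a lower bound against the signal at the detection limit.

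Gene lists of pathways, stress responses and cell-type markers were written from general knowledge. The 23 lists with 5 or more kept genes were tested against all other genes with limma's camera at a preset correlation between genes of 0.01, adjusted over the 23 lists within each comparison and called under 0.05. camera with an estimated correlation and limma's fry were run beside it. fry asks whether the genes of a list move, on balance, in 1 direction and does not set the list against other genes. Lists among genes raised at least 1.5-fold with antagomiR-638 were tested with a one-sided Fisher's exact test against the 11501 kept genes.

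Both comparisons with mock use the same 2 mock arrays. Their overlap was therefore set beside 100 simulated pairs of unchanged groups tested against shared controls, and beside the count for independent lists. The mock arrays, being 2, could not be split into sets of 2. The covariance of the fold changes and the overlap of calls were also computed with 1 mock array of its own for each comparison, with the spread taken from the other groups, a step added after the data were seen.

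The genes named in the text follow a rule. It takes the 10 largest rises and the 10 largest falls among called genes whose arrays in the 2 groups do not overlap, up to 4 members of a list with the largest fold changes, genes the study followed up, 6 of its candidate targets, and the 10 genes with the largest fall with miR-638 and rise with antagomiR-638. This rule, the tests, the gene lists and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives changed the background correction, scaling, probe filter, threshold, test, arrays in the fit, array weights and choice of probe, added the replicate number as a block, and left out each array in turn. Counting which genes stayed called under each alternative was added after the data were seen.

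The limma model with its calls, and camera, were tested on simulated log2 values, for the model with 20145 probes, 200 of them changed. The noise was normal, with the spread that limma had fitted. The background model, normalization, probe filter, fry and Fisher's exact test were not part of this simulation. In the simulation of miR-638 versus mock, 29.9% of probes changed 1.5-fold, 98.5% of those changed 2-fold and 100% of those changed 3-fold were recovered, with 6 false calls. In that of antagomiR-638 versus mock the shares were 29.9%, 100% and 100%, with 1 false call. A list of 40 genes shifted by 0.3 on the log2 scale in the simulation of antagomiR-638 versus mock, over 11501 genes, was called in 100 of 100 draws, and 4 of 2200 unshifted lists were called. The genes were drawn independently of each other, so this does not test lists whose genes move together.

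A planned test of whether transcripts with miR-638 sites in their 3′ untranslated regions fell was not run, because no transcript sequences were at hand. A block for the chip was not fitted, because no table gives chip positions. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.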

Results

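Transcripts were measured in SK-Mel-147 cells, an established human melanoma line, 48 h after transfection. There were 3 groups of 2 arrays each: mock cells, cells given miR-638 and cells given antagomiR-638. miR-638 is a microRNA, a short RNA that lowers the transcripts it pairs with, and an antagomiR is an oligonucleotide made to bind and block a microRNA. The sources differ on what the control cells received: the sample titles say mock-transfected, the series description says a non-targeting control, and the study's legend says a control antagomiR. The headers of the control intensity values read NT. The control cells are called mock here, after the titles. The labels call the arrays duplicates and do not say that they came from separate cultures, so each p-value measures the spread between these samples, which may be technical. The number of arrays limits the precision of every value. Between 19794 and 20890 of the 47319 probes (41.8% to 44.1%) were detected per array. Over the kept probes, arrays of 1 group correlated at r = 0.994 to 0.995 and arrays of different groups at 0.976 to 0.988, across probes, which are not independent replicates. The first principal component held 54.4% of the variance and the second 25.2%. The only probe for the miR-638 gene was near background and was not kept, so the arrays do not check the labels.

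The comparison of miR-638 with mock asked which transcripts change when the microRNA is added. EGR1, an immediate-early transcription factor switched on by growth signals, rose by 5.13 ± 0.21 (SE, n = 2 arrays per group) on the log2 scale, from a mean signal of 18.1 to 1217 (limma, adjusted p = 1.93e-05). EDN1, which encodes the signalling peptide endothelin 1, rose by 3.15 ± 0.16, and MYC, a transcription factor that drives growth, rose by 2.13 ± 0.14. The chemokine genes CCL20 (2.23), CXCL2 (2.05) and CCL3L3 (2.04, a near copy of CCL3, which its probe may also read) rose as well, as did TNFAIP3 (2.04), which encodes a brake on NF-κB signalling. The list of the 10 largest rises was completed by C3orf52 (2.03), ESM1 (2.02), which encodes a secreted proteoglycan, and CHAC1, which encodes an enzyme that degrades glutathione and was at least 3.79-fold higher than in mock cells, where it was not detected. SLC25A23, which encodes a mitochondrial carrier of ATP, fell by 1.88 ± 0.13, from a mean signal of 288 to 66.5 (adjusted p = 1.60e-04). The cell-surface adhesion genes FLRT3 (-1.52) and TENM3 (-1.48) fell, as did HAS3 (-1.30), which encodes a hyaluronan synthase, FOXD2 (-1.27), a transcription factor, MXD4 (-1.41), an antagonist of MYC, and MAGEE1 (-1.33). FTH1P3 (-1.45), a ferritin pseudogene, and the heat-shock genes HSPA1B (-1.39) and HSPA1A (-1.23) fell too, but their probes may read near-identical copies. MYC stayed called at this probe whichever array was left out (adjusted p up to 0.00317), while its other kept probe (1.82) was not called without miR-638 replicate 2 (0.0135). Without that array the calls of MXD4 (0.0135) and HSPA1B (0.0103) were lost, and FTH1P3 was lost without miR-638 replicate 1 (0.0158) or 2 (0.0135). MAGEE1 was lost without mock replicate 1 (0.0117), mock replicate 2 (0.0217) or miR-638 replicate 1 (0.0171), and HSPA1A without mock replicate 1 (0.0169), miR-638 replicate 1 (0.0241) or miR-638 replicate 2 (0.0152).

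Among the fixed gene lists, the targets of ATF4, the transcription factor of the amino-acid and protein-folding stress response, stood out. Of its 30 kept genes, 13 rose, 1 fell and 16 did not pass, with DDIT3 (2.01) and ATF3 (1.58) among those that rose (median 0.55, camera adjusted p = 3.88e-14). Adjusted over the list alone, 18 rose and 1 fell, and the adjusted p = 0.0832 with an estimated correlation. Of 24 immediate-early genes, 9 rose and 0 fell, among them CCN1 (1.45), a matrix signalling protein (median 0.42, adjusted p = 3.28e-08; 11 and 1 adjusted over the list alone; adjusted p = 0.109 with an estimated correlation). Interferon-stimulated genes, the antiviral response, rose for 5 of 41 and fell for 0 (median 0.19, adjusted p = 0.00108; 8 and 0 adjusted over the list alone; adjusted p = 0.523 with an estimated correlation). MX1 (1.26), which encodes an antiviral GTPase, was 1 of the 5, and its call was lost without mock replicate 1 (adjusted p = 0.0243), miR-638 replicate 1 (0.0411), miR-638 replicate 2 (0.0371), antagomiR-638 replicate 1 (0.0120) or antagomiR-638 replicate 2 (0.0120). The cholesterol synthesis genes shifted down as a list (median -0.19, adjusted p = 0.0206), with 0 of 20 called by limma over all genes or over the list alone, 5 lower and 0 higher at an unadjusted p under 0.05. That list's adjusted p = 0.329 with an estimated correlation and 0.0704 without mock replicate 2. At an unadjusted p under 0.05, 1 immediate-early and 2 interferon-stimulated genes were lower. With mock replicate 1, mock replicate 2, miR-638 replicate 1, miR-638 replicate 2, antagomiR-638 replicate 1 or antagomiR-638 replicate 2 left out, in this order, the rises were 7, 8, 6, 4, 8 and 8 among ATF4 targets, 5, 6, 5, 3, 7 and 7 among immediate-early genes, and 1, 3, 0, 0, 2 and 2 among interferon-stimulated genes. The 3 leaves out MYC, because its other probe was then the brighter one.

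The other 19 lists were not called for miR-638. Heat-shock genes, which encode chaperones, fell for 5 of 18 and rose for 0 (median -0.22, adjusted p = 0.0525; 5 and 0 adjusted over the list alone; 3 higher at an unadjusted p under 0.05), and the 5 became 1, 2, 1, 0, 2 and 2 with 1 array left out, in the order above. Genes of the G2/M phase of the cell cycle rose for 1 and fell for 2 of 43 (median -0.14, adjusted p = 0.0557), and genes of the AP-2 transcription factor network fell for 1 of 8 (adjusted p = 0.108). The genes of the p53 target list rose for 3 of 38 and fell for 0 (adjusted p = 0.932), with PMAIP1 (1.39), which encodes an activator of cell death, among the 3. Targets of TGF-β and YAP signalling rose for 4 and fell for 2 of 19 (adjusted p = 0.609), with ANKRD1 (1.98), a YAP target, among those that rose. Endocytosis genes fell for 2 of 57 (adjusted p = 0.932), autophagy genes for 1 of 41 (0.751) and hypoxia and glycolysis genes for 1 of 32 (0.24965). Of the chaperone and folding genes of the endoplasmic reticulum, 2 of 25 rose (adjusted p = 0.881), 1 of them XBP1 (1.36), a transcription factor of that response. Genes of invasive melanoma cells rose for 2 of 31 (adjusted p = 0.592). There was 1 rise each among 63 oxidative phosphorylation (adjusted p = 0.134), 56 lysosome (0.141), 67 ribosomal protein (0.304), 40 G1/S (0.708), 33 apoptosis (0.751) and 47 spliceosome genes (0.751). None of 10 melanocyte (adjusted p = 0.24965), 15 microRNA pathway (0.644) or 7 leukocyte genes (0.910) was called by limma, against 4, 2 and 1 at an unadjusted p under 0.05. Median, mean and test differed in sign for the p53 (-0.06, 0.04, down), TGF-β and YAP (-0.03, 0.20, up), microRNA pathway (-0.01, 0.08, up) and endocytosis lists (0.01, -0.01, down). Adjusted over the list alone, the rises and falls were 1 and 3 for the AP-2 list, 0 and 5 for endocytosis, 3 and 1 for endoplasmic reticulum folding, 2 and 2 for invasive melanoma, 1 and 1 for G1/S, and 1 and 0 for the microRNA pathway, and the other counts stayed as given. The fibroblast and keratinocyte marker lists had 4 kept genes each and were not tested.

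**Figure D1:**
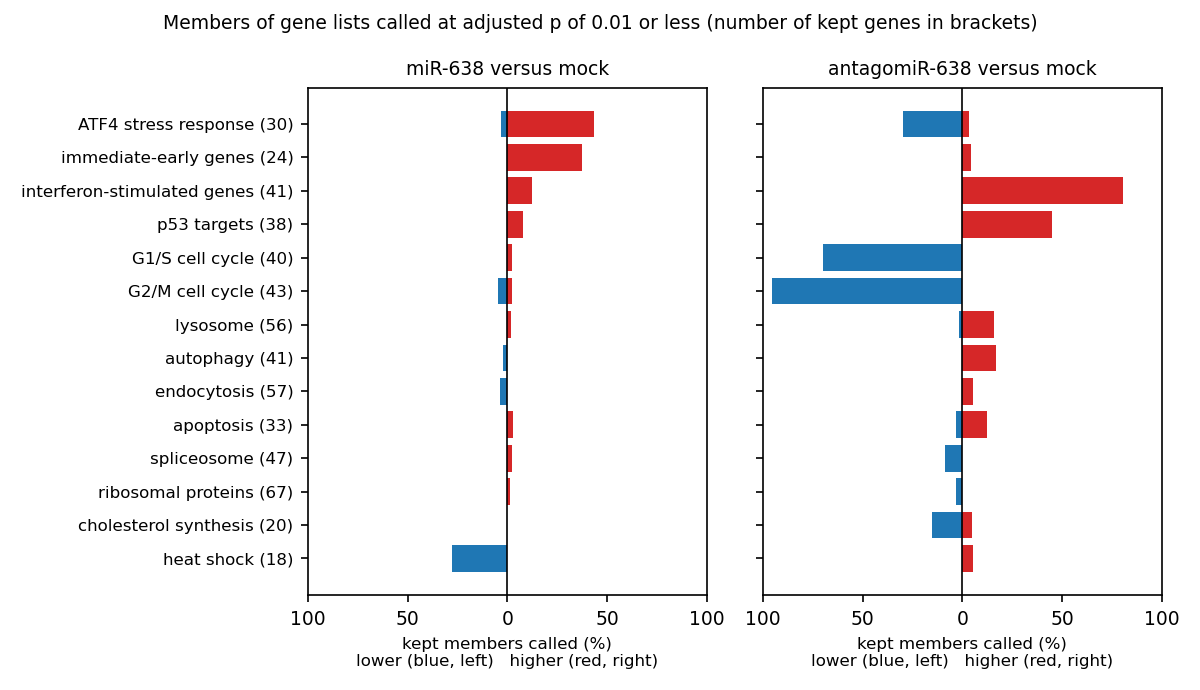
Share of the kept genes of 14 fixed lists called higher (red, right) or lower (blue, left) than in mock cells, in percent, with the number of kept genes in brackets. With antagomiR-638, 33 of 41 interferon-stimulated genes rose and 41 of 43 G2/M genes fell.

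In all, 222 genes rose and 130 fell with miR-638 (352 of 11501, 3.06%; 290 and 185 probes), and 99 and 38 of them by at least 2-fold. At an unadjusted p under 0.05 there were 3240. The count fell to 91 without mock replicate 1, 85 without mock replicate 2, 61 without miR-638 replicate 1, 40 without miR-638 replicate 2, and 1.28% of the 11501 genes without either antagomiR-638 replicate.

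The comparison of antagomiR-638 with mock asked which transcripts change when the microRNA is blocked. Antiviral genes rose most: IFIT1, whose protein binds viral RNA, rose by 4.30 ± 0.16 (SE, n = 2 arrays per group) on the log2 scale, from a mean signal of 53.5 to 1342 (limma, adjusted p = 4.73e-06), though its other kept probe gave 0.77. MX1 rose by 4.09 ± 0.19, from 122 to 2299 (adjusted p = 6.83e-06). Further genes of this response rose: IFI27 (3.95), IFI44L (3.70, with 1.14 at its other kept probe), IFI6 (3.01), EPSTI1 (2.84), the transcription factor IRF7 (2.76), and OAS2, which encodes a sensor of double-stranded RNA and was at least 9.45-fold higher (1.28 on the log2 scale at its other kept probe). CYP4F3 (3.22, with 0.47 at its other kept probe) and CYP4F2 (at least 8.79-fold higher) encode fatty-acid hydroxylases with similar sequences, which their probes may not separate. Genes of cell division fell: DEPDC1 (-1.72), TROAP (-1.72), NEK2 (-1.70), CDC25C (-1.65, with -1.45 and -0.82 at its other kept probes), GTSE1 (-1.57) and HJURP (-1.57) encode a mitotic regulator, a spindle protein, a centrosome kinase, a phosphatase that starts mitosis, a microtubule protein and a centromere chaperone. PHGDH (-1.63) and ASNS (-1.62, with -1.07 at its other kept probe), which encode enzymes that make serine and asparagine, fell as well, as did CEBPD (-1.66), a transcription factor, and MIX23 (-1.64). Each of these 20 genes stayed called whichever array was left out.

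Of 41 interferon-stimulated genes, 33 rose, 0 fell and 8 did not pass (median 1.29, camera adjusted p = 5.50e-25; 36 and 0 adjusted over the list alone; adjusted p = 0.0834 with an estimated correlation). Of 43 G2/M genes, 41 fell, among them CCNB2 (-1.56), a cyclin of mitosis (median -1.31, adjusted p = 3.26e-33; 42 adjusted over the list alone). Of 40 G1/S genes, 28 fell, among them MCM5 (-1.31), part of the replication helicase (median -0.80, adjusted p = 3.72e-18; 31 adjusted over the list alone). The genes of the p53 target list rose for 17 of 38 and fell for 0 (median 0.57, adjusted p = 7.25e-11; 20 and 0 adjusted over the list alone). TP53I3 (2.68, with 0.32 at its other kept probe), which encodes an oxidoreductase, KITLG (1.66), a growth factor for melanocytes, and RRM2B (1.52), a subunit of a nucleotide reductase, were among them. The G2/M, G1/S and p53 lists also passed with an estimated correlation (adjusted p = 0.0159, 0.0292 and 0.0320). Without mock replicate 1, mock replicate 2, antagomiR-638 replicate 1 or antagomiR-638 replicate 2, in this order, the falls among G1/S genes were 20, 15, 11 and 12 and the rises among p53 targets 12, 11, 9 and 10.

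ATF4 targets moved down, with 9 of 30 lower and 1 higher (median -0.23, adjusted p = 0.00153; 10 and 3 adjusted over the list alone), among them MTHFD2 (-1.28), an enzyme of folate metabolism, and PSAT1 (-1.20), an enzyme of serine synthesis. Lysosome genes rose for 9 and fell for 1 of 56 (median 0.27, adjusted p = 2.45e-05; 15 and 1 adjusted over the list alone), and TPP1 (1.11), a lysosomal protease, had the largest rise of its list. Autophagy genes rose for 7 of 41 (median 0.23, adjusted p = 0.00126; 8 adjusted over the list alone), including DRAM1 (1.06), a lysosomal membrane protein. The 7 also include TP53INP2, which the study picked on these arrays, and the list was not tested without it. Spliceosome genes fell for 4 of 47 (median -0.28, adjusted p = 2.45e-05; 4 adjusted over the list alone). Endocytosis genes rose for 3 of 57 (median 0.17, adjusted p = 0.00864; 2 adjusted over the list alone). None of these 5 lists passed with an estimated correlation (adjusted p = 0.104, 0.0834, 0.0834, 0.0682 and 0.174, in this order). Without mock replicate 1, mock replicate 2, antagomiR-638 replicate 1 or antagomiR-638 replicate 2, in this order, the falls were 5, 4, 4 and 4 among ATF4 targets and 0, 2, 0 and 1 among spliceosome genes, and the rises 3, 3, 1 and 2 among lysosome, 5, 4, 2 and 4 among autophagy and 2, 0, 0 and 0 among endocytosis genes. Apoptosis genes rose for 4 and fell for 1 of 33 (median 0.23, adjusted p = 0.0373; 6 and 1 adjusted over the list alone; adjusted p = 0.293 with an estimated correlation). The gene that fell was BIRC5 (-1.43), which encodes an inhibitor of apoptosis that also acts in mitosis. The list was lost without mock replicate 1 (adjusted p = 0.106) or antagomiR-638 replicate 1 (0.110). Ribosomal protein genes fell for 2 of 67 (median -0.06, adjusted p = 0.0493; 0 adjusted over the list alone, with 1 higher and 10 lower at an unadjusted p under 0.05; adjusted p = 0.189 with an estimated correlation), and this list was lost without mock replicate 1 (0.0680), mock replicate 2 (0.0767) or antagomiR-638 replicate 2 (0.0979).

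The other 12 lists were not called for antagomiR-638. Adjusted over the list alone, the rises and falls were 1 and 4 for cholesterol synthesis, 4 and 1 for TGF-β and YAP, 4 and 2 for hypoxia and glycolysis, 1 and 1 for heat shock and 0 and 2 for the microRNA pathway, and the others stayed as given here. Cholesterol synthesis genes rose for 1 and fell for 3 of 20 (adjusted p = 0.104), TM7SF2 (1.498), a sterol reductase, being the 1 that rose. Targets of TGF-β and YAP rose for 4 of 19 (adjusted p = 0.294), among them ACTA2 (1.64), an actin of contractile cells. Hypoxia and glycolysis genes rose for 3 and fell for 1 of 32 (adjusted p = 0.486), endoplasmic reticulum folding genes rose for 1 and fell for 2 of 25 (0.471), and genes of invasive melanoma cells rose for 1 and fell for 2 of 31 (0.486). There was 1 rise each among the oxidative phosphorylation (adjusted p = 0.104), AP-2 (0.429), heat-shock (0.471) and immediate-early lists (0.486), and 1 fall among microRNA pathway genes (0.360). None of the 10 melanocyte genes was called (limma; 1 higher and 1 lower at an unadjusted p under 0.05; adjusted p = 0.383). Of 7 leukocyte genes 1 rose (adjusted p = 0.950, median -0.01, mean 0.04, test down): CD68 (1.01), a lysosomal protein, whose call was lost without mock replicate 2 (0.0111) or antagomiR-638 replicate 1 (0.0174).

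Among the genes called and raised at least 1.5-fold with antagomiR-638 (5.55% of the 11501), 33 were interferon-stimulated against 2.27 expected (one-sided Fisher's exact test, adjusted p = 2.34e-33), and 16 were p53 targets against 2.11 expected (5.45e-10). Autophagy (7 genes, adjusted p = 0.0518, unadjusted p = 0.00676), lysosome (8 genes, 0.0663 and 0.0115) and the targets of TGF-β and YAP (4 genes, 0.0859 and 0.0187) lay under 0.05 only before adjustment over the 23 lists, and endocytosis (2 genes, adjusted p = 1, unadjusted p = 0.833) did not. TP53INP2, which the study picked on these arrays, is 1 of the 7 autophagy genes. The autophagy list passed without mock replicate 1 (adjusted p = 0.0343), miR-638 replicate 1 (0.0324), miR-638 replicate 2 (0.0321) or antagomiR-638 replicate 2 (0.0329), with no background correction (0.0235) and with a replicate block (0.0175), and ranged up to 0.511 over all alternatives. The lysosome list passed with no fold minimum (0.0362) and with calls at an adjusted p under 0.05 (0.0348), and ranged up to 1.

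In all, 670 genes rose and 550 fell with antagomiR-638 (1220 of 11501, 10.6%; 912 and 856 probes), 197 and 172 of them by at least 2-fold. At an unadjusted p under 0.05 there were 4417. The count fell to 556 without mock replicate 1, 482 without mock replicate 2, 298 without antagomiR-638 replicate 1 and 346 without antagomiR-638 replicate 2.

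The direct comparison set miR-638 against antagomiR-638, both of which received an oligonucleotide. EGR1 (4.31 ± 0.21, SE, n = 2 arrays per group), EDN1 (3.03), CXCL2 (2.58) and MYC (2.45) were higher with miR-638, as were CCL20 (at least 5.02-fold) and CHAC1 (at least 3.79-fold). So were ASNS (2.62, with 1.69 at its other kept probe), PCK2 (2.30, with 1.08 and 1.42) and MTHFD2 (2.08), which encode enzymes of amino-acid, carbon and folate metabolism, and XBP1 (2.35). IFIT1 (-3.55, with -0.58 at its other kept probe), IFIT3 (-2.88, with -2.08 and -0.78 at its others), MX1 (-2.83) and OAS2 (-2.77, with -1.23) were lower with miR-638 than with antagomiR-638. CYP4F3 (at least 9.55-fold, but -0.20 on the log2 scale at its other kept probe) and CYP4F2 (-2.95) were lower too, with SUGCT (-2.93), a mitochondrial transferase, TSPAN10 (-2.78), a membrane protein of pigment cells, TAFA2 (-2.67), a secreted protein, and CDH10 (-2.56), a cadherin. Each of these 20 genes stayed called whichever array was left out.

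By list, 42 of 43 G2/M genes (adjusted p = 2.41e-26) and 28 of 40 G1/S genes (3.34e-15) were higher with miR-638 than with antagomiR-638, and 0 lower. ATF4 targets were higher for 20 and lower for 1 of 30 (adjusted p = 6.59e-15), and p53 targets higher for 2 and lower for 19 of 38 (3.68e-08). These 4 lists also passed with an estimated correlation (adjusted p = 0.0225, 0.0273, 0.0273 and 0.0381). Interferon-stimulated genes were lower for 34 of 41 and higher for 0 (median -1.10, adjusted p = 7.00e-20, and adjusted p = 0.0959 with an estimated correlation). Lysosome genes were lower for 15 and higher for 1 of 56 (adjusted p = 4.10e-07), autophagy genes lower for 10 of 41 (0.0102) and endocytosis genes lower for 6 and higher for 1 of 57 (0.0102). Oxidative phosphorylation genes were lower for 5 of 63 (adjusted p = 0.00376), immediate-early genes higher for 9 and lower for 2 of 24 (2.58e-05), and spliceosome genes higher for 2 of 47 (1.44e-04). These 6 lists did not pass with an estimated correlation (adjusted p = 0.0627, 0.114, 0.168, 0.472, 0.0683 and 0.0627, in this order). AP-2 network genes were lower for 4 and higher for 1 of 8 (adjusted p = 0.0413, and adjusted p = 0.263 with an estimated correlation), but not without miR-638 replicate 2 (0.0885) or antagomiR-638 replicate 2 (0.0612). Adjusted over the list alone, 42 G2/M and 31 G1/S genes were higher and 0 lower, ATF4 targets higher for 22 and lower for 1, p53 targets lower for 22 and higher for 3, interferon-stimulated genes lower for 35 and higher for 1, and lysosome genes lower for 24 and higher for 2, with 11 higher and 2 lower immediate-early, 10 lower autophagy, 7 lower and 1 higher endocytosis, 4 lower and 1 higher AP-2, and 1 higher spliceosome gene, against 0 of the oxidative phosphorylation genes, of which 20 were lower and 1 higher at an unadjusted p under 0.05. Without miR-638 replicate 1, miR-638 replicate 2, antagomiR-638 replicate 1 or antagomiR-638 replicate 2, in this order, 18, 18, 11 and 13 G1/S genes and 15, 15, 13 and 14 ATF4 targets were higher, and 13, 16, 12 and 12 p53 targets, 25, 27, 22 and 23 interferon-stimulated genes, 4, 5, 2 and 4 lysosome genes, 4, 5, 3 and 4 autophagy genes and 3, 6, 1 and 2 endocytosis genes were lower.

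The other 11 lists were not called in the direct comparison, with adjusted p from 0.215 for apoptosis to 0.972 for cholesterol synthesis. Median, mean and test differed in sign for cholesterol synthesis (0.03, -0.07, up), hypoxia and glycolysis (0.03, -0.08, down), TGF-β and YAP (0.08, -0.06, down) and leukocyte genes (0.03, -0.06, down). In all, 868 genes were higher and 952 lower with miR-638 than with antagomiR-638 (1820 of 11501, 15.8%). The count fell to 829 without miR-638 replicate 1, 823 without miR-638 replicate 2, 569 without antagomiR-638 replicate 1 and 646 without antagomiR-638 replicate 2.

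A target of miR-638 would fall when the microRNA is added and rise when it is blocked. TSPAN10 (-0.87 with miR-638, 1.92 with antagomiR-638), PLAT (-0.75, 1.41), which encodes a plasminogen activator, TP53INP2 (-1.16, 0.95), which encodes a protein of autophagy, and DKK1 (-0.96, 1.05), which encodes a Wnt inhibitor, moved that way. So did RTL8C (-1.19, 0.58), MYPN (-0.68, 1.02), a muscle protein gene, HOXC13 (-0.93, 0.65), a developmental transcription factor, TENT5A (-0.74, 0.83), a poly(A) polymerase gene, and AVPI1 (-0.84, 0.59). PLTP (-0.82, 1.22), a lipid transfer protein gene, was also called, but its other kept probe gave -0.15 and 0.16. In total 11 genes passed in both comparisons in these directions, against 7.57 expected from independent lists of calls. At an adjusted p under 0.05 there were 65, and by sign alone 2396 of the 11501 genes moved this way. The fall of RTL8C and of TP53INP2 was lost without miR-638 replicate 2 (adjusted p = 0.0109 and 0.0103), and those of the other 8 whichever of the 6 arrays was left out (highest adjusted p between 0.0280 for HOXC13 and 0.0660 for MYPN). The rise was lost for DKK1 (0.0127) and TP53INP2 (0.0116) without antagomiR-638 replicate 1, for HOXC13 and TENT5A without any 1 mock or antagomiR-638 array (up to 0.0587 and 0.0246), and for RTL8C and AVPI1 whichever of the 6 arrays was left out (up to 0.0608 and 0.0491). The count of 11 became 1 without mock replicate 1, mock replicate 2, miR-638 replicate 1 or antagomiR-638 replicate 2, and 0 without miR-638 replicate 2 or antagomiR-638 replicate 1.

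More genes moved the same way with both treatments. TXNIP, which encodes a regulator of glucose uptake and redox state, rose with miR-638 (1.48) and with antagomiR-638 (2.16), as did ANKRD1 (1.98, 1.504) and ESM1 (2.02, 1.74). TXNIP was chosen for naming after its values were seen. In total 73 genes rose with both treatments against 12.9 expected from independent lists, 15 fell with both against 6.22, and 11 rose with miR-638 and fell with antagomiR-638 against 10.6. All 4 overlaps were 0 in 100 simulated pairs of unchanged groups with shared controls. Because no gene was changed in these groups, the zeros give no expected overlap for lists of called genes. Without mock replicate 1, mock replicate 2, miR-638 replicate 1, miR-638 replicate 2, antagomiR-638 replicate 1 or antagomiR-638 replicate 2, in this order, the shared rises were 23, 20, 19, 13, 18 and 20, the shared falls 0, 1, 1, 0, 2 and 2, and the rises with miR-638 and falls with antagomiR-638 2, 1, 4, 1, 1 and 2. Over 11501 genes the log2 fold changes correlated at r = 0.236, below the simulated mean of 0.5004 (0.483 to 0.519) for shared controls alone. Their covariance was 0.0330 against a simulated mean of 0.00962, a difference of 0.0234. The same sign was seen for 59.5% of genes against 66.7% simulated. The simulated groups held noise without treatment effects, so their r and share of equal signs are not a like measure for these data. With a mock array of its own for each comparison, the covariance was 0.0229 and 0.02075 in the 2 assignments. In calls made with these assignments, 20 and 18 genes rose with both treatments, against 1.86 and 1.64 expected from independent lists, and 20 and 23 with 1 mock array shared by both. These calls rest on 1 mock array per comparison and cover fewer genes than the 73, so part of the excess in the full count may come from the shared controls.

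**Figure D2:**
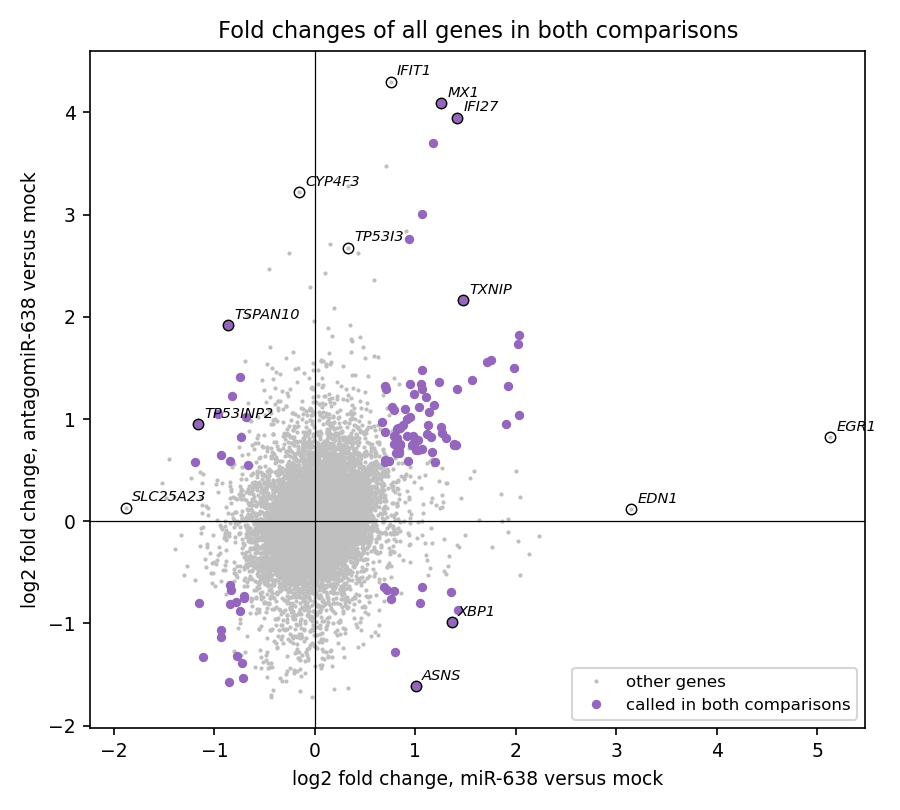
Log2 fold change of each gene with miR-638 versus mock (x axis) and with antagomiR-638 versus mock (y axis), with genes called in both comparisons in purple and 13 genes of the text circled and named. Of the genes called in both, 73 lie at the upper right and 11 at the upper left.

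Among the genes the study followed up, TP53INP2 had signals of 114 and 112 on the mock arrays, 42.2 and 40.9 with miR-638, and 239.5 and 226 with antagomiR-638. It fell by 1.16 ± 0.11 (SE, n = 2 arrays per group) on the log2 scale with miR-638 (limma, adjusted p = 6.90e-04), rose by 0.95 ± 0.11 with antagomiR-638 (6.11e-04) and differed by -2.11 between them (1.25e-05). Its fall was lost without miR-638 replicate 2 (adjusted p = 0.0103) and its rise without antagomiR-638 replicate 1 (0.0116). TFAP2A, which encodes the transcription factor AP-2α, fell by 0.92 ± 0.13 with miR-638 (0.00338; -0.70 at its other kept probe), a call lost whichever of the 6 arrays was left out (adjusted p from 0.0129 to 0.0330). It did not pass with antagomiR-638 (0.37, adjusted p = 0.0681) and differed by -1.29 between the treatments (1.62e-04). CDKN1A, which encodes a p53-induced brake on the cell cycle, rose by 1.13 with antagomiR-638 (3.94e-04) and did not pass with miR-638 (-0.29, 0.170). TP53INP1, a stress-induced relative of TP53INP2, rose by 1.57 with antagomiR-638 (1.19e-04) and did not pass with miR-638 (0.07, 0.784).

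MDM2, which encodes a p53 ubiquitin ligase, rose by 0.77 with antagomiR-638 (adjusted p = 0.00761). This call was lost without any 1 mock or antagomiR-638 array. It was also lost with no background correction (0.0133), all probes tested (0.03135) or a replicate block (0.0137). MDM2 did not pass with miR-638 (0.03, 0.936). The cell death gene BAX passed in neither comparison (-0.39 and -0.11), and its arrays spread widely, with signals of 285 and 614 in mock cells. MAP1LC3B, which encodes an autophagosome protein, did not pass with miR-638 (0.11) or antagomiR-638 (0.48, adjusted p = 0.02095). The DNA repair gene BRCA1 did not pass with antagomiR-638 (-0.72, 0.0205) or between the treatments (0.77, 0.0126). With 1 array left out these values ranged from -1.01 to -0.44 and from 0.70 to 0.84. Its other kept probe did not pass with antagomiR-638 (-0.36, 0.0856) but passed between the treatments (0.68, 0.00514). The genes VMP1 (0.31 and 0.17), PPP1R13L (-0.22 and -0.02), SP1 (-0.14 and -0.33) and DNM2 (0.02 and -0.29), which act in autophagy, p53 inhibition, transcription and endocytosis, did not pass with miR-638 or antagomiR-638.

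**Figure D3:**
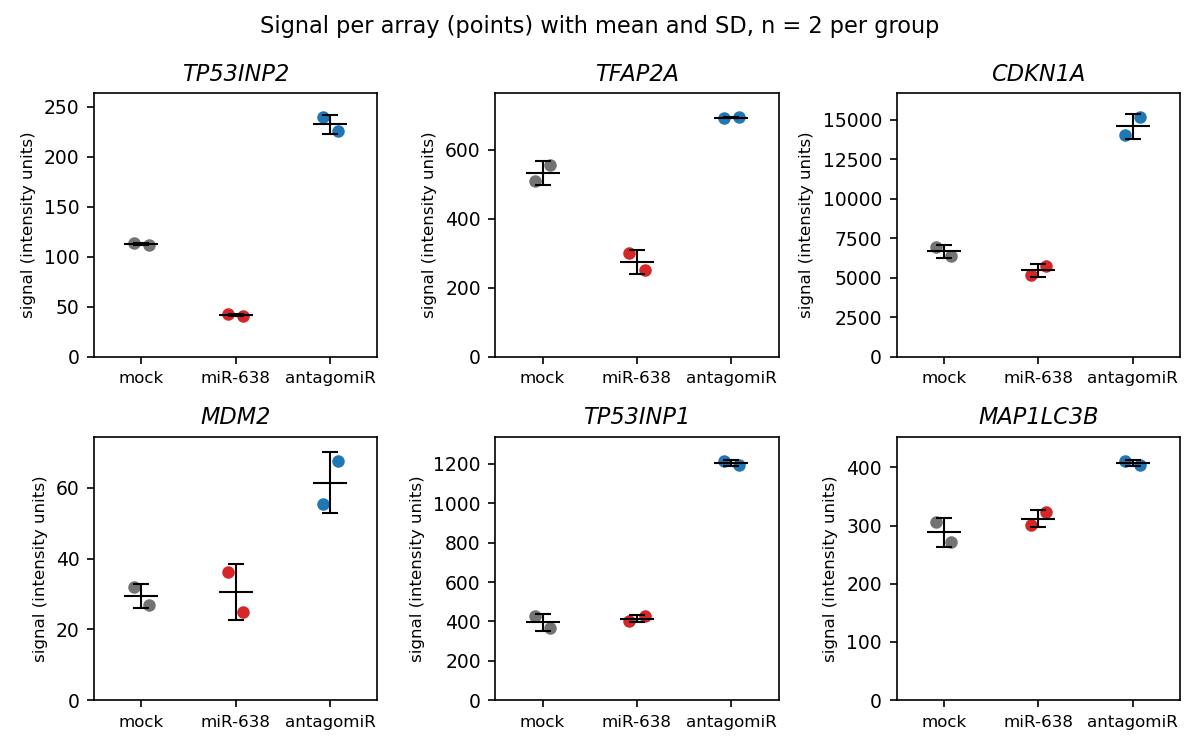
Signal of 6 genes on each array in intensity units (points), with the mean and SD of the 2 arrays per group. TP53INP2 lies at 42.2 and 40.9 with miR-638, 114 and 112 in mock cells, and 239.5 and 226 with antagomiR-638.

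The study named 30 candidate targets, of which 27 had a kept probe. Because the study picked them on these arrays, their changes are not independent evidence. TP53INP2 was the 1 candidate that passed in both comparisons. Of the 27, 2 fell with miR-638, TP53INP2 and TENM4 (-0.83), a cell-surface protein gene whose call was lost whichever of the 6 arrays was left out (adjusted p from 0.0111 to 0.0268). With antagomiR-638, 7 rose and 0 fell, among them APCDD1L (1.32), which encodes a relative of a Wnt inhibitor, PARP3 (0.86), a DNA repair gene, ZNF185 (0.71), an actin-binding protein gene, and CD59 (0.58, with 0.30 at its other kept probe), which encodes a complement inhibitor. Between the treatments 18 were lower with miR-638 (median -0.66). Adjusted over the list alone the counts were 3, 7 and 22. Without mock replicate 1, mock replicate 2, miR-638 replicate 1, miR-638 replicate 2, antagomiR-638 replicate 1 or antagomiR-638 replicate 2, in this order, the falls with miR-638 were 1, 1, 1, 0, 1 and 1, the rises with antagomiR-638 2, 2, 6, 6, 1 and 2, and the direct differences 16, 16, 7, 8, 5 and 5. By sign alone, all 27 were lower with miR-638 and higher with antagomiR-638 than in mock cells. The call of PARP3 with antagomiR-638 was lost without mock replicate 1 (0.0160), mock replicate 2 (0.0114), antagomiR-638 replicate 1 (0.0165) or antagomiR-638 replicate 2 (0.0250), and that of ZNF185 without the same arrays (0.0183, 0.0147, 0.0238 and 0.0242). That of CD59 was lost whichever of the 6 arrays was left out (0.0136 to 0.0682), and that of APCDD1L was not lost.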

Values the study reported

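The study reported an overlap of 3,199 genes that were lower with miR-638 and higher with antagomiR-638. It counted 86 predicted miR-638 targets among strongly regulated transcripts, defined by a total log10 fold change above 2. For the genes raised at least 1.5-fold with antagomiR-638, it named p53 signalling, endocytosis and lysosome as the leading pathways at p ≤ 0.05.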

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

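All alternatives named here were planned, except that the counts of genes that stayed called, and the use of the main probes with 1 array left out, were chosen after the data were seen. Changing the scaling to a median, using the second deposited table, weighting the arrays, averaging the probes of a gene or asking for at least a 1.5-fold change left each count of changed genes within 1.5 times its value. Because the deposited values were already normalized, the scaling alternatives had little to change. No called list and no called named gene changed direction in any alternative. Named genes that were not called did change sign with 1 array left out, such as BAX, which ranged from -0.65 to 0.42 with antagomiR-638 and from -0.93 to 0.14 with miR-638.

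Counts of changed genes are given here as a percent of the 11501 genes kept in the main setting. The 3.06% changed with miR-638 became 1.90% with no background correction, 6.35% with an offset of 50, 1.12% with all probes tested, 4.80% with detection on all 6 arrays at p under 0.01, 11.1% at an adjusted p under 0.05, 1.28% with only the 2 groups in the fit and 1.69% with a replicate block. Of the 352 genes, 343 stayed called at an offset of 50. The 10.6% changed with antagomiR-638 became 6.65% with all probes tested and 23.6% at an adjusted p under 0.05, and the 15.8% of the direct comparison became 29.3%. The 11 genes lower with miR-638 and higher with antagomiR-638 became 3, 27, 2, 22, 65, 1 and 3 under the same 7 alternatives, in the order given for miR-638. In the same order, the 73 shared rises became 52, 133, 33, 101, 231, 40 and 50, and the 15 shared falls 6, 63, 3, 40, 141, 3 and 5. The larger count at an adjusted p under 0.05 follows from the threshold, and the smaller ones with all probes or only 2 groups go with more tests or fewer arrays. The cause of the other differences was not tested.

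With tests that do not share the spread between genes, 0 genes passed at an adjusted p of 0.01. The plain one-way F test gave 0 in each comparison and 0 in the overlap, with 814 genes at an adjusted p of 0.05 or less and 4271 at an unadjusted p of 0.05 or less over the 3 groups. An analysis of variance is also the test that the study's methods name for these arrays, though here it was run on the values as processed above. The methods' t-test gave 0 in each. Unadjusted, the methods' t-test at 0.05 gave 19.7% of genes with miR-638, 26.5% with antagomiR-638, 29.99% in the direct comparison and 163 genes in the overlap. With limma 352, 1220 and 1820 genes passed.

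Leaving out each array in turn gave 0.348% to 1.28% of genes with miR-638, 2.59% to 9.09% with antagomiR-638, 4.95% to 14.5% in the direct comparison and 0 to 1 gene in the overlap. The correlation of the fold changes lay between 0.22 and 0.318. The brightest probe of each gene was chosen anew each time, which gave another probe to 30 to 37 genes. With the main probes instead, the call of 1 named gene differed, MYC with miR-638, which was then kept without miR-638 replicate 2 (adjusted p = 0.00314). An array that is alone in its group was assumed to vary like the others. Of 284 calls of named genes, 136 stayed whichever array was left out. Over all alternatives, called named genes kept their call in 3764 cases and lost it in 762, and called lists kept it in 450 and lost it in 36.

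The 4 lists called with miR-638 became 7 with all probes, 8 with fry and 0 with an estimated correlation. The 11 with antagomiR-638 and 12 of the direct comparison became 3 and 4 with an estimated correlation. That correlation was 0.197 for interferon-stimulated genes, but 0.0062 for ATF4 targets and 0.00987 for immediate-early genes, below the preset 0.01. It was also below the preset for cholesterol synthesis (-0.00485), autophagy (-0.00365), spliceosome (-0.0165) and ribosomal protein genes (0.00428). It was above it for apoptosis (0.0344), endocytosis (0.0128), lysosome (0.0152), AP-2 (0.0392) and oxidative phosphorylation genes (0.140). A larger correlation between genes is thus not what ended the calls of the lists below the preset, such as ATF4 targets and immediate-early genes with miR-638. The replicate numbers did not pair the arrays (r of the replicate deviations between groups -0.0686, -0.0539 and -0.0595), so the labels and values give no ground for the replicate block, which was run only as an alternative. Genes near background limit the results: the signal at the detection limit was 6.83 to 7.87 units, against a median signal of 4.87 to 4.89. A chip block and the test of miR-638 sites were not run.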

Other observations

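All the tests of explanations in this part were chosen after the results were seen. Of the genes that rose with miR-638 and fell with antagomiR-638, 5 were looked at more closely. ASNS, which encodes the enzyme that makes asparagine, rose with miR-638 (1.00) and fell with antagomiR-638 (-1.62), and XBP1, a transcription factor of the folding response, did the same (1.36 and -0.99). PCK2 (1.43 and -0.87), an enzyme of mitochondrial carbon metabolism, CTH (1.35 and -0.69), an enzyme of cysteine synthesis, and MTHFD2 (0.80 and -1.28) followed. They are 5 of 11 such genes and were chosen for naming after their values were seen, and no list made of them was tested. The fixed list of ATF4 targets, which holds MTHFD2, was tested in each comparison. Of its 30 kept genes, 13 rose and 1 fell with miR-638 (camera adjusted p = 3.88e-14). With antagomiR-638, 1 rose and 9 fell (camera adjusted p = 0.00153). Neither shift passed with an estimated correlation (adjusted p = 0.0832 and 0.104). The count of 11 is close to the 10.6 of independent lists and fell to between 1 and 4 whichever array was left out. In the direct comparison ASNS (2.62), XBP1 (2.35), PCK2 (2.30) and MTHFD2 (2.08) stayed called whichever array was left out. Against mock, the rise of ASNS was lost without mock replicate 1 (adjusted p = 0.0113), mock replicate 2 (0.0113), miR-638 replicate 1 (0.0123) or miR-638 replicate 2 (0.0152), that of PCK2 (0.0102) and that of CTH (0.0104) without miR-638 replicate 2, and that of MTHFD2 whichever of the 6 arrays was left out (0.0133 to 0.0512). The fall of XBP1 was lost without antagomiR-638 replicate 1 (0.0103), and those of PCK2 and CTH without any 1 mock or antagomiR-638 array (up to 0.0348 and 0.0543). Some of these calls were also lost with other settings: the rise of MTHFD2 with no background correction (0.0135), all probes tested (0.0227), only the 2 groups in the fit (0.0133) or a replicate block (0.0153), the fall of PCK2 with all probes tested (0.0148) or the mean of the kept probes (0.0189), and that of CTH with an offset of 50 (0.0197), all probes tested (0.0183), a replicate block (0.0114) or the mean of the kept probes (0.101). The other kept probes of CTH gave 0.92 and 0.69 with miR-638 but -0.11 and -0.07 with antagomiR-638, and those of PCK2 0.77 and 0.92, and -0.31 and -0.50. That of ASNS gave 0.62 with miR-638, which was not called (limma, adjusted p = 0.01785), and -1.07 with antagomiR-638.

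Interferon-stimulated genes rose with antagomiR-638, 33 of 41 of them. If the level of miR-638 alone set these genes, the mimic would lower what the inhibitor raised. With miR-638, 5 genes of the list rose and 0 fell, so no such fall was seen, but fewer rose whichever array was left out. The camera adjusted p of the list was 0.523 with an estimated correlation. OAS2, a gene of this response, was not detected in mock cells, where a fall could not show. These values therefore do not decide whether the level of miR-638 alone set the genes. A response of equal size to any transfected oligonucleotide is argued against by the median difference of -1.10 on the log2 scale between miR-638 and antagomiR-638. An effect of the antagomiR-638 oligonucleotide itself cannot be told apart from an effect of blocking miR-638, since 0 arrays are named in the labels as a control antagomiR and the sources differ on what the control cells received. Both an effect of that oligonucleotide and a response to the loss of miR-638 stay open, and may act together.

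Rises shared by both treatments outnumbered opposite changes, with 73 genes against 11 in each opposite direction. Without mock replicate 1 or 2, miR-638 replicate 1 or 2, or antagomiR-638 replicate 1 or 2, in this order, the 73 became 23, 20, 19, 13, 18 and 20. If chance values of the shared mock arrays were the whole source, the fold changes would not covary once each comparison had a mock array of its own. With mock replicate 1 for miR-638 and mock replicate 2 for antagomiR-638 the covariance over 11501 genes was 0.0229, and 0.02075 with the arrays exchanged (mean 0.02183), which argues against this for the covariance over all genes. With both mock arrays in both comparisons the covariance exceeded the simulated mean by 0.0234. The correlation r and the share of genes with the same sign lay below theirs, but the simulated groups held no treatment effects and are not a like measure for these 2. In calls with a mock array of its own for each comparison, 20 and 18 genes rose with both treatments against 1.86 and 1.64 expected from independent lists, close to the 20 and 23 with 1 mock array shared, which argues against chance values of single arrays for these genes. These calls cover fewer genes than the 73, and a chance difference of the mock cells common to both arrays stays open if the duplicates came from 1 culture. A lasting difference between mock cells and both treated groups could give this pattern and was not tested. The presence of an oligonucleotide would be such a difference only if the control cells received none, on which the sources differ.

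The study chose its candidate targets among genes significantly lower with miR-638, higher with antagomiR-638 and predicted as targets by several algorithms. It also set a minimum for a total log10 fold change. Read as a ratio, the minimum for this total would be a 100-fold change. None of the 27 candidates with a kept probe had a sum of its 2 folds above 100, and the highest was 4.17. All 27 had a sum of absolute signal differences above 100 intensity units (median 293), against 36.3% of the 2396 genes with the same signs, which fits a total taken from differences of linear signal. Such a total favours bright genes: the median mock signal was 609.9 for the candidates and 152 for the genes with the same signs. A sum of absolute log2 fold changes above 2 was reached by 1 candidate, TP53INP2.

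In both comparisons together, 11 genes were lower with miR-638 and higher with antagomiR-638 at an adjusted p of 0.01, and 2396 were so by sign alone. Both counts lie below the overlap given by the study. They cover the 11501 genes with a kept probe, out of 20045 gene symbols on the array. The study's methods name no detection filter, so its overlap may rest on a larger base. Its methods name an analysis of variance with the same adjustment and the same limit for the adjusted p as used here. The one-way F test at that limit gave 0 genes in the overlap, with 4271 genes at an unadjusted p of 0.05 or less over the 3 groups. The source of the difference was not found, and the unlike base was not tested as one.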
